A study of Mus musculus with 9 samples.

How the data were processed

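Hearts of 9 mice were flash-frozen and powdered, nuclei were released by detergent and mechanical lysis and cleaned over an iodixanol density barrier, and 3' libraries were made with the 10x Genomics Chromium v3.1 kit, per the labels' protocols. Each library gave 1 gene by barcode matrix. The values are raw UMI counts from Cell Ranger 8.0.0, per the file headers, with no normalization recorded. The deposited matrices were limited to 4079 to 8198 barcodes per library, whose lowest UMI total was 500 or 501, and held 32285 genes. Neither labels nor headers give the genome build, the annotation release, whether intron reads were counted or a cell annotation, and no batch, date or sequencing run is given. Of the gene IDs, 32158 (99.6%) occur in the GRCm38 annotation at hand, which supplied the gene positions. Reads of overlapping or antisense genes cannot be told apart without the counting settings.

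Nuclei with at least 500 genes detected and at most 5% mitochondrial UMIs were kept. Between 11.8% and 23.7% of barcodes per library exceeded the mitochondrial limit. Doublets were scored per library with Scrublet (scanpy 1.11.5), and the highest 0.8% of barcodes per 1000 barcodes in the library were removed, 133 to 538 per library; Scrublet's own threshold called 0 to 13 in 8 libraries and 336 in NS-Sham replicate 2, so it was not used. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and Leiden at resolution 1, with no batch correction. The genes of the 4 lists, Tlr7, Itgam, Itgb2, mitochondrial genes and sex-linked marker genes were kept out of clustering, so that they did not define the clusters they were compared in.

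Clusters were named from marker sets of 14 cell types. A marker counted when detected in at least 5% of a cluster's nuclei with a mean CPM at least 2 times the median over clusters (10 CPM added to both), and a name needed at least 3 such markers and a lead of 0.5 in mean log2 over the next type. Those thresholds were set after the data were seen. They left 1 of 27 clusters unnamed, and its share per group is given with the results. Classes with at least 25 nuclei in every library were tested, which were 7. With Leiden seeds 1 to 5 in place of 0, tried after the data were seen, 99.7% to 99.8% of nuclei kept their class, while the adjusted Rand index of the clusters was 0.761 to 0.912, so that cluster boundaries are less certain than classes.

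The markers, the gene lists, the tests, the filters and the rule for naming genes were fixed before the data were examined. UMI counts were summed per library and class, and over all nuclei, and tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg within class and contrast, threshold 0.05) in one fit of 9 libraries per class without covariates. The contrasts were NS-I/R minus NS-Sham and Enpa-I/R minus NS-I/R. Standard errors are the absolute log2 fold change over the square root of F. CPM are TMM-scaled. Named genes are Tlr7, Itgam and Itgb2 and, per class and contrast, up to the 3 largest increases and 3 largest decreases among called genes with a mean of at least 10 CPM and no overlap of CPM between groups, leaving out symbols that begin with Gm and a digit, end with Rik or begin with mt-, and up to 3 called genes per list; fewer are printed. A fold against a group with no UMI is a lower bound against 3 counts over the group's summed UMIs. With 1 to 3 counts, the ratio has an exact binomial interval at 95%. Floors and intervals cover counting error only.

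The 4 gene lists held 22 inflammatory, 22 interferon, 14 cardiomyocyte stress and 16 matrix genes, and were tested with fry (limma 3.58.1) on voom values, with Benjamini-Hochberg adjustment over 20 tests. Shares of nuclei were compared by exact two-sided permutation tests, which with 3 against 3 cannot go under 0.1. Shares of nuclei with an Itgam or Tlr7 UMI were taken after thinning each nucleus to 1000 UMIs, leaving out shallower ones. The share of I/R changes with the opposite sign was set against 20 simulations that drew Enpa-I/R counts with NS-I/R means.

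Alternatives were DESeq2 size factors, no low-count filter, the Wald test of DESeq2 1.42.0, fits with the 6 libraries of a contrast, the replicate number as a block, each library left out, a mitochondrial limit of 20%, a minimum of 1000 genes, doublets kept, Leiden resolution 2, camera with a correlation of 0.01, edgeR on nuclei per class, no thinning, and a threshold of 0.01 for the share of opposite signs. An edgeR fit of neutrophil-like nuclei with the 6 I/R libraries, fits within single clusters, and medians or slopes with genes at or near 0 counts handled apart were added after the data were seen. The edgeR step was tested on simulated counts with 200 genes changed by a log2 fold change of 1 in Enpa-I/R minus NS-I/R: it called 56.5% of them over all nuclei, 26% to 54.5% in 6 classes and 6 of the 200 in smooth muscle-like nuclei, with 0 to 13 unchanged genes called. Software was Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3. Neutrophil-like, T or NK-like, B-like, Schwann-like and epicardial-like nuclei were left out of the gene tests over all groups because a library held fewer than 25 of them.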

Results

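Nuclear RNA was measured by single-nucleus RNA sequencing in hearts of 9 male wild-type mice, with 1 library per heart. Ischemia-reperfusion (I/R) was an occlusion of the left anterior descending coronary artery for 45 min followed by 24 h of reperfusion, and sham surgery was a thoracotomy alone. The mice received 2 intraperitoneal injections of normal saline (NS) or of enpatoran (Enpa), an antagonist of the RNA sensor TLR7, at 5 mg/kg per injection. The first injection came 1 h before the occlusion, and the labels disagree on the time of the second. The groups, each of 3 hearts, were sham with saline (NS-Sham), I/R with saline (NS-I/R) and I/R with enpatoran (Enpa-I/R), so that n = 3 for each group mean given here, and each ± is the SD over 3 libraries.

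Library totals in the deposited matrices were 23.2, 38.97 and 19.7 M UMIs (unique molecular identifiers, each a counted RNA molecule) in NS-Sham replicates 1 to 3, 25.1, 29.2 and 27.4 M in NS-I/R, and 34.9, 20.8 and 24.5 M in Enpa-I/R. The matrices held 56766 barcodes, and 41980 nuclei passed the filters. Nuclei kept numbered 3402, 6472 and 3344 in NS-Sham, 4803, 5146 and 5422 in NS-I/R, and 5560, 3160 and 4671 in Enpa-I/R. The median UMI count per nucleus kept ranged from 2365 to 3263.5 over the 9 libraries. The nuclei formed 27 clusters, of which 1 stayed unnamed and the others fell into classes named by markers, such as cardiomyocyte-like and macrophage-like. These names are rebuilt from the counts, as the study's own annotation of the nuclei was not used here, and can differ from the study's own. The unnamed cluster held 0.0151% of nuclei in NS-Sham, 2.13% in NS-I/R and 0.0597% in Enpa-I/R.

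The comparison of NS-I/R with NS-Sham asked what ischemia and reperfusion changed in the saline-treated heart. With UMIs summed over all nuclei of a library, 8631 of 18066 genes tested changed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 4313 higher and 4318 lower in NS-I/R. By class, 6331 of 13990 genes changed in cardiomyocyte-like nuclei (3315 higher), 6207 of 13610 in fibroblast-like nuclei (3123 higher) and 4261 of 12500 in endothelial-like nuclei (2229 higher). In macrophage-like nuclei 3618 of 10383 genes changed (1858 higher), in pericyte-like nuclei 2299 of 9384 (1169 higher), in lymphatic endothelial-like nuclei 739 of 5500 (329 higher) and in smooth muscle-like nuclei 442 of 6734 (181 higher). The depth behind these counts differed: the UMIs summed per library ran from 8087140 to 16833700 in cardiomyocyte-like nuclei and from 133091 to 330944 in lymphatic endothelial-like nuclei. In number of genes, leaving out NS-I/R replicate 3 moved the count over all nuclei from 8631 to 10804. Relative to its size, the count that moved most was that of smooth muscle-like nuclei, at 166 without NS-I/R replicate 2. That count was 213 without NS-Sham replicate 1, 234 without NS-Sham replicate 3 and 961 without NS-I/R replicate 3. In pericyte-like nuclei it was 1467 without NS-I/R replicate 1 and 1525 without NS-I/R replicate 2. In lymphatic endothelial-like nuclei it was 480 without NS-Sham replicate 3 and 481 without NS-I/R replicate 1.

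In cardiomyocyte-like, endothelial-like, fibroblast-like and macrophage-like nuclei, the cluster with the largest share differed between groups, and differences within a class include this. Of cardiomyocyte-like nuclei, cluster 1 held 67.8% in NS-Sham, clusters 24 and 17 held 48.2% and 37.4% in NS-I/R, and cluster 17 held 61.4% in Enpa-I/R. Of endothelial-like nuclei, cluster 2 held 63.8% in NS-Sham, clusters 18 and 22 held 31.98% and 31.4% in NS-I/R, and cluster 18 held 40.6% in Enpa-I/R. Of fibroblast-like nuclei, cluster 4 held 65.1% in NS-Sham, clusters 21 and 9 held 45.6% and 42.97% in NS-I/R, and cluster 9 held 44.6% in Enpa-I/R. Of macrophage-like nuclei, cluster 5 held 95.4% in NS-Sham, cluster 12 held 51.9% in NS-I/R, and cluster 5 held 62.9% in Enpa-I/R. Of pericyte-like nuclei, cluster 6 held all in NS-Sham, 69.7% in NS-I/R and 93.4% in Enpa-I/R. Lymphatic endothelial-like and smooth muscle-like nuclei formed 1 cluster each.

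Among genes that rose in NS-I/R, Lcn2 (ENSMUSG00000026822) in cardiomyocyte-like nuclei went from 0.278 ± 0.137 CPM (UMIs scaled to a common library total, per M) in NS-Sham to 47.0 ± 26.3 CPM in NS-I/R, a log2 fold change of 7.53 (SE 0.63, edgeR adjusted p 2.52e-05). Endothelial-like nuclei held no Lcn2 UMI in NS-Sham and 849 in NS-I/R, at least 314-fold higher against a floor of 3 counts over the group. Measured against the same floor, Cxcl3 (ENSMUSG00000029379) was at least 104-fold higher in fibroblast-like nuclei, Chil3 (ENSMUSG00000040809) at least 229-fold higher in macrophage-like nuclei, Il6 (ENSMUSG00000025746) at least 310-fold higher in pericyte-like nuclei and Mt2 (ENSMUSG00000031762) at least 56.7-fold higher in lymphatic endothelial-like nuclei. In smooth muscle-like nuclei Cd300lf (ENSMUSG00000047798) was at least 12.4-fold higher, but its 0.147 UMIs per nucleus in NS-I/R lay close to the 0.107 to 0.152 of 5 other classes and far under the 3.72 of neutrophil-like nuclei, the level of background RNA. Chil3 had 0.824 UMIs per nucleus in macrophage-like nuclei and 1.60 in neutrophil-like nuclei.

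Among genes that fell in NS-I/R, Myh7b (ENSMUSG00000074652) in cardiomyocyte-like nuclei went from 489 ± 38.8 to 24.4 ± 14.6 CPM, a log2 fold change of -4.33 (SE 0.42, edgeR adjusted p 5.44e-05). In endothelial-like nuclei Robo2 (ENSMUSG00000052516) went from 116 ± 4.63 to 8.84 ± 2.59 CPM, a log2 fold change of -3.72 (SE 0.21, edgeR adjusted p 4.81e-07). Aass (ENSMUSG00000029695) fell in fibroblast-like nuclei with a log2 fold change of -4.24 (SE 0.45, edgeR adjusted p 2.43e-05), and Il2ra (ENSMUSG00000026770) in pericyte-like nuclei with one of -3.41 (SE 0.34, edgeR adjusted p 3.03e-06). With 1 to 3 counts in NS-I/R, the NS-Sham over NS-I/R ratio of summed CPM was 29.6 for Tmem178b (ENSMUSG00000057716) in macrophage-like nuclei, with an exact 95% interval for counting error alone of 9.61 to 148. The same ratio was 86.7 (23.6 to 723) for Grm7 (ENSMUSG00000056755) in smooth muscle-like nuclei. That interval leaves out the spread of Grm7 between NS-Sham replicates 1 to 3, at 313, 138 and 34.6 CPM. For Hist1h2be (ENSMUSG00000047246) in lymphatic endothelial-like nuclei the ratio was 29.2 (7.52 to 250). This value is uncertain because histone genes share sequence with near-identical copies.

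The series title pairs TLR7 with ITGAM, the integrin alpha M chain, whose partner chain is encoded by Itgb2. In the GRCm38 annotation Tlr7 (ENSMUSG00000044583) lies on chromosome X, 167304929 to 167330558, Itgam (ENSMUSG00000030786) on chromosome 7, 128062640 to 128118491, and Itgb2 (ENSMUSG00000000290) on chromosome 10, 77530252 to 77565708; the files name no genome build. In macrophage-like nuclei Itgam rose from 186 ± 23.1 CPM in NS-Sham to 1401 ± 370 CPM in NS-I/R, a log2 fold change of 2.92 (SE 0.20, edgeR adjusted p 5.83e-08). Itgb2 rose from 68.8 ± 10.4 to 205 ± 18.8 CPM, a log2 fold change of 1.59 (SE 0.17, edgeR adjusted p 6.05e-06). Tlr7 fell from 214 ± 53.9 to 122 ± 21.4 CPM, a log2 fold change of -0.83 (SE 0.19, edgeR adjusted p 0.00324). Leaving out each library in turn kept these 3 calls, with log2 ranges of 2.80 to 3.14 for Itgam, 1.44 to 1.70 for Itgb2 and -0.96 to -0.60 for Tlr7. Within macrophage cluster 5 the log2 fold change was 2.01 for Itgam (edgeR adjusted p 3.86e-06) and 1.29 for Itgb2 (edgeR adjusted p 0.000308). Both are smaller than in the whole class. In NS-I/R, Itgam stood at 2202 ± 779 CPM in cluster 12 and 704 ± 156 CPM in cluster 5. Itgb2 stood at 277 ± 41.2 and 142 ± 17.2 CPM in these clusters. Cluster 12 held 4.62% of macrophage-like nuclei in NS-Sham and 51.9% in NS-I/R. A part of both rises thus goes with the larger share of cluster 12, beside the rise within cluster 5. Over all nuclei Itgam rose from 6.84 ± 0.264 to 162 ± 34.6 CPM (log2 fold change 4.56, edgeR adjusted p 2.98e-06), and Tlr7 stood at 8.06 ± 2.47 and 7.86 ± 1.34 CPM (log2 fold change -0.05, edgeR adjusted p 0.881). The sign of that Tlr7 difference depended on single libraries, at 0.18 in log2 without NS-Sham replicate 2 and 0.04 without NS-I/R replicate 3. Values over all nuclei mix expression with cell makeup. Neutrophil-like nuclei went from 0.0498% of nuclei in NS-Sham to 8.76% in NS-I/R. They gave 4241 Itgam UMIs in NS-I/R, against 4817 from macrophage-like nuclei.

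**Figure D1:**
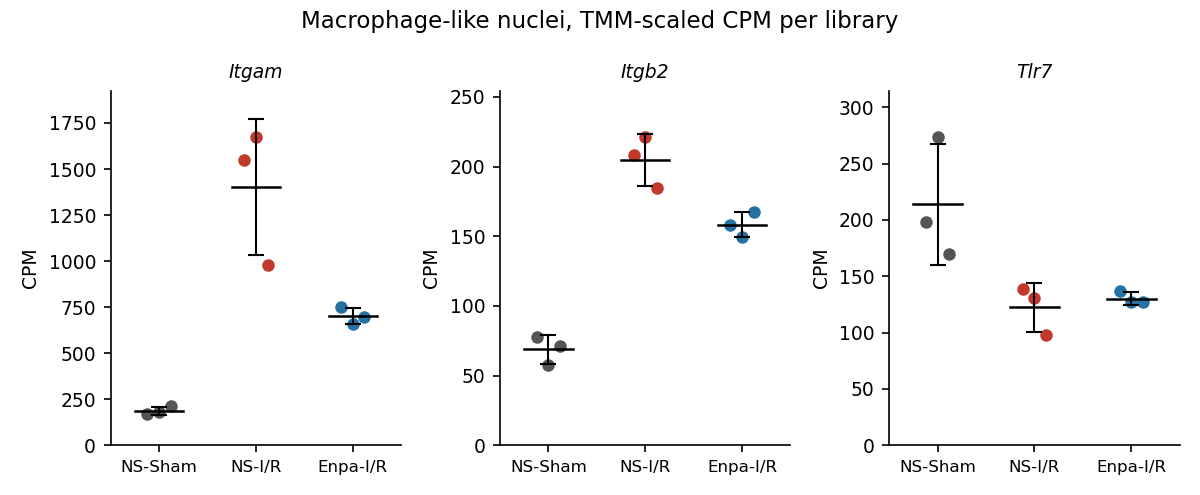
TMM-scaled CPM of Itgam, Itgb2 and Tlr7 in macrophage-like nuclei. Each point is a library, and the black lines give the mean and SD of 3 libraries; every NS-I/R library lies above every NS-Sham library for Itgam and Itgb2 and under every NS-Sham library for Tlr7.

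After thinning each macrophage-like nucleus to 1000 UMIs, 13.5 ± 2.07% of nuclei had an Itgam UMI in NS-Sham and 60.6 ± 6.35% in NS-I/R, a difference of 47.2 percentage points (exact two-sided permutation p 0.1, the smallest that 3 against 3 allows). Thinning left out 103 and 186 shallower nuclei. Without thinning the shares were 25.9% and 73.2%. Endothelial-like nuclei, a class that should lack Itgam, had a thinned share of 0.0150% in NS-Sham and 5.70% in NS-I/R, the background from free RNA. Median UMIs per nucleus in NS-I/R libraries were 2033 to 2149.5 in macrophage-like and 1659 to 1723 in endothelial-like nuclei. Itgam was also called higher in cardiomyocyte-like nuclei (log2 fold change 5.43, edgeR adjusted p 1.95e-05). Its ratio of summed CPM in endothelial-like nuclei was 186 (exact 95% interval 63.5 to 907). Its NS-I/R level of 0.125 to 0.171 UMIs per nucleus in 6 classes other than leukocytes varied little while their median depth varied 5.25-fold, against 3.44 in macrophage-like and 3.14 in neutrophil-like nuclei, so the values outside leukocytes are read as background. Thinned shares with a Tlr7 UMI in macrophage-like nuclei were 16.6 ± 2.79% in NS-Sham and 9.51 ± 1.03% in NS-I/R, against 0.0962% and 0.131% in endothelial-like nuclei.

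Gene lists fixed before the data were examined were tested with limma's fry on voom values, adjusted over 20 list tests. The inflammatory list was higher in NS-I/R in all 4 classes tested. Its median log2 fold change was 3.74 in cardiomyocyte-like (fry adjusted p 0.000798), 3.79 in fibroblast-like (0.00470), 3.12 in endothelial-like (0.00203) and 3.77 in macrophage-like nuclei (0.000798). Of its genes tested, 11 of 12, 14 of 15, 16 of 18 and 17 of 21 were called over all genes in these classes, and 11, 14, 16 and 20 were called when adjusted over the list alone. Some of these genes had no UMI in NS-Sham, 1 in cardiomyocyte-like, 1 in endothelial-like and 3 in macrophage-like nuclei; with those at their lower bounds the edgeR medians were 3.62, 3.20 and 3.81, against 3.62, 3.20 and 3.84 as fitted. In cardiomyocyte-like nuclei the voom median was 2.34 without NS-I/R replicate 1 (fry adjusted p 0.000465), and adjusted p over that result's alternatives ranged from 6.63e-06 to 0.0137. The interferon list was lower in NS-I/R, with medians of -0.53 in cardiomyocyte-like (fry adjusted p 0.00604), -1.17 in fibroblast-like (0.00674), -1.55 in endothelial-like (0.00146) and -1.12 in macrophage-like nuclei (0.00752). Called genes were 3 of 11, 10 of 17, 17 of 18 and 7 of 13 over all genes, and 3, 11, 18 and 7 when adjusted over the list alone. Under camera, a test with a preset correlation, the interferon call in cardiomyocyte-like nuclei was not made (adjusted p 0.0987), and the other inflammatory and interferon calls of NS-I/R against NS-Sham held under both tests.

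The cardiomyocyte stress list was higher in cardiomyocyte-like nuclei, with a median log2 fold change of 2.72 (fry adjusted p 0.000153) and 14 of 14 genes called both over all genes and when adjusted over the list alone, 13 of them higher. The matrix list in fibroblast-like nuclei had a median of 0.74 (fry adjusted p 0.0370), with 9 of 16 genes called over all genes and 10 when adjusted over the list alone. That call was lost under camera (adjusted p 0.0648) and without any 1 of NS-Sham replicates 1, 2 and 3, NS-I/R replicate 3 and Enpa-I/R replicates 1, 2 and 3, with adjusted p of 0.0906, 0.206, 0.0749, 0.146, 0.0641, 0.0625 and 0.0581; over its alternatives adjusted p ranged from 0.0316 to 0.206. The median was 0.45 without NS-Sham replicate 2. Within this list Tnc (ENSMUSG00000028364) had a log2 fold change of 8.11 (SE 0.33, edgeR adjusted p 2.08e-07), from 4.65 ± 1.61 to 1227 ± 354 CPM.

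Neutrophil-like nuclei were 0.0498 ± 0.0164% of nuclei kept in NS-Sham (2 nuclei in each library) and 8.76 ± 1.19% in NS-I/R. Endothelial-like nuclei fell from 33.6 ± 0.892% to 26.2 ± 0.212%, cardiomyocyte-like nuclei from 25.7 ± 3.06% to 19.1 ± 2.19% and pericyte-like nuclei from 8.66 ± 0.746% to 7.05 ± 0.523%. Macrophage-like nuclei rose from 6.17 ± 1.28% to 9.11 ± 0.991%. In these 5 classes no NS-I/R library overlapped a NS-Sham library, and the exact two-sided permutation p was 0.1, the smallest possible, or 0.24 after Benjamini-Hochberg adjustment over 24 share tests, so that none passed 0.05. With edgeR on nuclei per class instead, the neutrophil-like (log2 fold change 7.49, adjusted p 0.000149) and endothelial-like differences (-0.36, adjusted p 0.00209) passed and the other 3 did not. The remaining 7 classes overlapped between these groups. Fibroblast-like nuclei stood at 20.5 ± 1.45% and 21.7 ± 0.229%. Shares in a library depend on each other, so more neutrophil-like nuclei lower the shares of other classes. The edgeR fit used the total of nuclei per library and did not correct for this. The unnamed cluster, 2.13% of nuclei in NS-I/R, had endothelial as its closest marker set and is outside the endothelial-like share. The endothelial-like fall therefore need not mean fewer such nuclei.

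**Figure D2:**
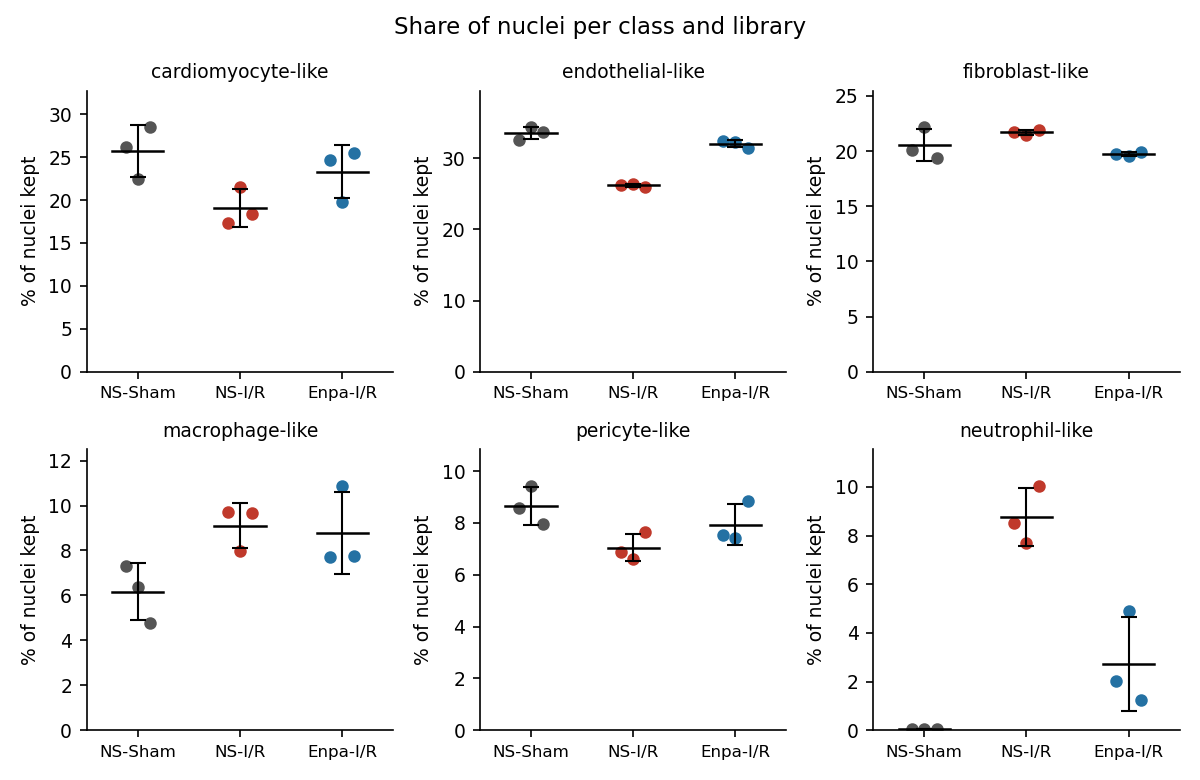
Share of nuclei kept (percent) in 6 classes, by group. Each point is a library and the black lines give the mean and SD of 3 libraries; neutrophil-like nuclei are 7.70% to 10.1% in NS-I/R libraries and 1.22% to 4.91% in Enpa-I/R libraries.

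The comparison of Enpa-I/R with NS-I/R asked what enpatoran changed in hearts that had I/R. No sham hearts received enpatoran. A drug effect unrelated to injury therefore cannot be separated from an effect on the response to I/R. Over all nuclei 2980 of 18066 genes changed (edgeR quasi-likelihood test, adjusted p under 0.05), 1401 higher and 1579 lower in Enpa-I/R. The counts were 2619 in cardiomyocyte-like nuclei (1059 higher), 1183 in fibroblast-like (460 higher), 740 in endothelial-like (321 higher), 666 in macrophage-like (306 higher), 653 in pericyte-like (322 higher) and 61 in lymphatic endothelial-like nuclei (44 higher). In smooth muscle-like nuclei edgeR called 1 gene, with 829 at an unadjusted p under 0.05; DESeq2 called 60 and edgeR without the low-count filter 289. Leaving out a library gave 409 genes without NS-I/R replicate 3, 3 without NS-Sham replicate 2 or 3, and 0 without NS-Sham replicate 1, NS-I/R replicate 1 or 2, or Enpa-I/R replicate 1 or 3. The called gene was Hectd2os (ENSMUSG00000087579), at 110 ± 53.7 CPM in Enpa-I/R against 5.99 ± 6.13 CPM in NS-I/R (log2 fold change 4.22, SE 0.60, edgeR adjusted p 0.0463). Without NS-Sham replicate 1, NS-I/R replicate 1 or 2, or Enpa-I/R replicate 1 or 3 its adjusted p was 0.0549 to 0.277, and over all alternatives it ranged from 6.27e-14 to 0.277. The call also depended on the clustering: with each of 5 other Leiden seeds, a check added after the data were seen, 0 genes were called in this class, and Hectd2os passed the low-count filter with only 1 of them (adjusted p 0.0588).

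These counts depended on single libraries. Over all nuclei the count was 407, 627 and 8065 without NS-I/R replicate 1, 2 and 3, 298, 1284 and 227 without Enpa-I/R replicate 1, 2 and 3, and 1930 and 1852 without NS-Sham replicate 1 and 3. In cardiomyocyte-like nuclei it was 281, 324 and 6390 without each NS-I/R replicate in that order, 342, 510 and 92 without each Enpa-I/R replicate, and 1646 without NS-Sham replicate 3. Fibroblast-like nuclei had 16, 76 and 5172 without each NS-I/R replicate, 2, 2 and 2 without each Enpa-I/R replicate, and 580, 751 and 665 without each NS-Sham replicate. For endothelial-like nuclei the counts were 146, 148 and 3632 without each NS-I/R replicate, 202, 138 and 116 without each Enpa-I/R replicate, and 456 and 470 without NS-Sham replicate 1 and 3. For macrophage-like nuclei they were 222, 266 and 2116 without each NS-I/R replicate and 242, 210 and 341 without each Enpa-I/R replicate. Pericyte-like nuclei had 76, 117 and 2473, then 158, 200 and 139, in the same orders. Lymphatic endothelial-like nuclei had 8, 23 and 334 without each NS-I/R replicate and 22 and 25 without Enpa-I/R replicate 2 and 3. NS-I/R replicate 3 lay closer to the Enpa-I/R libraries than the other two NS-I/R libraries did.

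**Figure D3:**
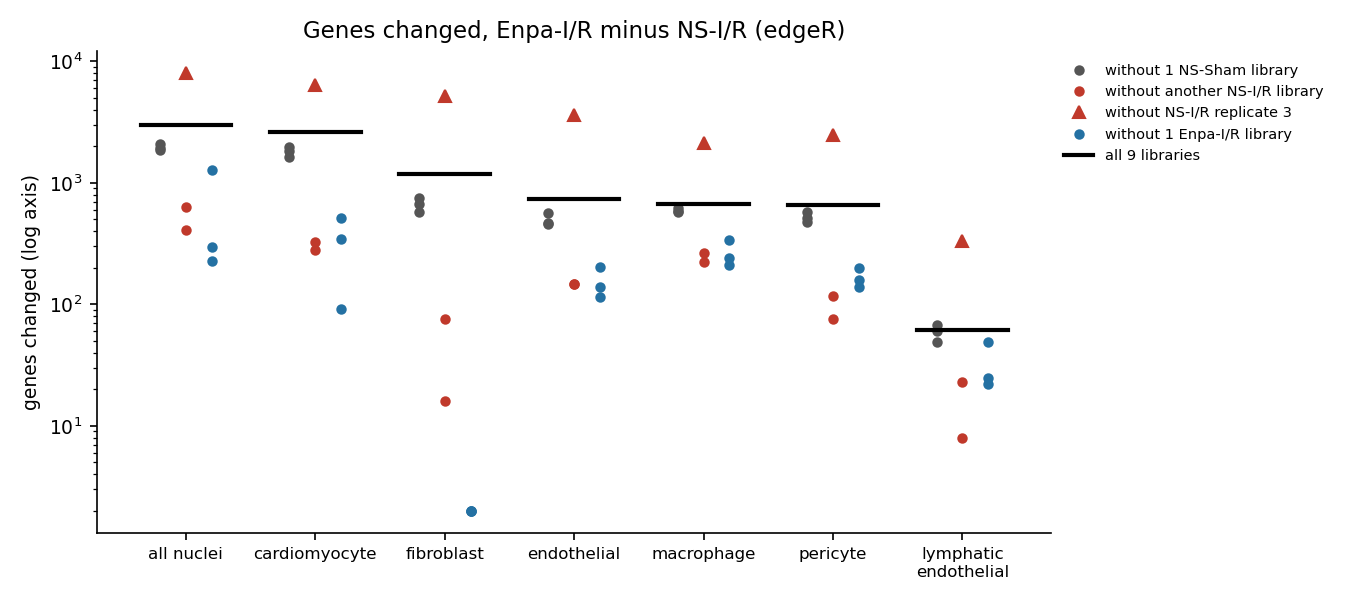
Genes changed in Enpa-I/R minus NS-I/R (edgeR, log axis) with all 9 libraries (black line) and with each library left out (points, colored by group of the library left out). Smooth muscle-like nuclei are not drawn because their count is 1; without NS-I/R replicate 3 the counts rise to between 334 and 8065, and without another I/R library they fall to between 2 and 1284.

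In macrophage-like nuclei Itgam was 701 ± 44.7 CPM in Enpa-I/R against 1401 ± 370 CPM in NS-I/R, a log2 fold change of -0.999 (SE 0.18, edgeR adjusted p 0.00445). Leaving out each library kept the call, with log2 values from -1.201 to -0.86. Tlr7 was 130 ± 5.96 against 122 ± 21.4 CPM, a log2 fold change of 0.09 (SE 0.19, edgeR adjusted p 0.820), which was -0.05 without NS-I/R replicate 3 (adjusted p 0.885). Itgb2 was 158 ± 9.10 against 205 ± 18.8 CPM, a log2 fold change of -0.37 (SE 0.15, edgeR adjusted p 0.162) that was called only without NS-I/R replicate 3 (-0.44, adjusted p 0.0440). Over all nuclei Itgam fell from 162 ± 34.6 to 55.2 ± 18.6 CPM (log2 fold change -1.55, edgeR adjusted p 0.00704). Fewer neutrophil-like nuclei, 2.72% in Enpa-I/R against 8.76% in NS-I/R, may account for part of this fall. Itgb2 over all nuclei had a log2 fold change of -0.62 (edgeR adjusted p 0.0668), called without Enpa-I/R replicate 2 (-0.88, adjusted p 0.0314), with DESeq2 and with the wider mitochondrial limit. Tlr7 over all nuclei stood at 7.93 ± 2.00 CPM against 7.86 ± 1.34 CPM (log2 fold change 0.01, edgeR adjusted p 0.980), with no stable sign.

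The thinned share of macrophage-like nuclei with an Itgam UMI was 41.1 ± 0.443% in Enpa-I/R against 60.6 ± 6.35% in NS-I/R, a difference of -19.5 percentage points (exact two-sided permutation p 0.1, the smallest possible). Thinning left out 109 and 186 nuclei, and the unthinned shares were 60.5% and 73.2%. Endothelial-like nuclei had thinned shares of 1.07% and 5.70%. Median UMIs per nucleus in Enpa-I/R libraries were 2094.5 to 3238.5 in macrophage-like and 1500 to 2135 in endothelial-like nuclei. Within macrophage cluster 5 Itgam had a log2 fold change of -0.50 (edgeR adjusted p 0.147) and within cluster 12 of -0.998 (adjusted p 0.0763), so neither cluster alone passed the threshold. Thinned shares with a Tlr7 UMI were 10.8 ± 0.843% and 9.51 ± 1.03%. Fitted Itgam decreases in cardiomyocyte-like, endothelial-like and fibroblast-like nuclei lay at the background level given for NS-I/R.

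Neutrophil-like nuclei were 2.72 ± 1.94% of nuclei in Enpa-I/R against 8.76 ± 1.19% in NS-I/R, a difference of -6.04 percentage points. The Enpa-I/R libraries had 2.03%, 4.91% and 1.22%. Endothelial-like nuclei were 32.04 ± 0.502% against 26.2 ± 0.212%, and fibroblast-like nuclei 19.7 ± 0.196% against 21.7 ± 0.229%. Lymphatic endothelial-like nuclei were 1.23 ± 0.0316% against 1.58 ± 0.160%, and T or NK-like nuclei 0.377 ± 0.113% against 0.589 ± 0.0973%. These 5 classes did not overlap between groups, with an exact two-sided permutation p of 0.1 (0.24 adjusted over 24 tests, which does not pass). By edgeR on nuclei per class the neutrophil-like (log2 fold change -1.71, adjusted p 0.0295) and endothelial-like differences (0.29, adjusted p 0.0119) passed and the other 3 did not. As shares depend on each other, fewer neutrophil-like nuclei and a smaller unnamed cluster may account for part of the endothelial-like rise. Macrophage-like nuclei were 8.78 ± 1.83% against 9.11 ± 0.991% (exact p 0.8), and the difference of -0.333 points was 0.207 without Enpa-I/R replicate 1 and 0.181 without Enpa-I/R replicate 3.

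Among named genes whose calls held without each library, Hs3st5 (ENSMUSG00000044499) in cardiomyocyte-like nuclei was 341 ± 21.4 CPM in Enpa-I/R against 65.6 ± 36.1 in NS-I/R and 1142 ± 144 in NS-Sham (log2 fold change 2.38, SE 0.31, edgeR adjusted p 0.00601). Robo2 in endothelial-like nuclei was 41.02 ± 9.58 against 8.84 ± 2.59 CPM (log2 fold change 2.21, SE 0.22, edgeR adjusted p 0.000916). Decreases that held included Hspa1b (ENSMUSG00000090877) in cardiomyocyte-like nuclei (-5.10, SE 0.60, edgeR adjusted p 0.00487) and Hspa1a (ENSMUSG00000091971) in macrophage-like nuclei (-4.93, SE 0.68, edgeR adjusted p 0.00113). These heat-shock genes are near-identical copies, so each value is uncertain. Cxcl2 (ENSMUSG00000058427) in pericyte-like nuclei fell from 111 ± 57.1 to 3.46 ± 3.93 CPM (log2 fold change -4.94, SE 0.57, edgeR adjusted p 0.000783). For Hmga2 (ENSMUSG00000056758) in lymphatic endothelial-like nuclei, with 1 count in Enpa-I/R, the NS-I/R over Enpa-I/R ratio was 70.4 (exact 95% interval 12.3 to 2809).

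The largest increases in several classes were less stable. Hist1h2be in cardiomyocyte-like nuclei, uncertain as above, had a log2 fold change of 2.83 (edgeR adjusted p 0.0188), with adjusted p of 0.0555 to 0.0665 without any 1 of NS-I/R replicates 1 and 2 and Enpa-I/R replicates 1, 2 and 3, and a value of 4.67 without NS-I/R replicate 3. AI838599 (ENSMUSG00000085180) in fibroblast-like nuclei had a log2 fold change of 2.18 (edgeR adjusted p 0.0114), with adjusted p of 0.0510 to 0.0663 without any 1 of NS-I/R replicate 1 and Enpa-I/R replicates 1, 2 and 3. Ifi206 (ENSMUSG00000037849) in macrophage-like nuclei had a log2 fold change of 3.10 (edgeR adjusted p 0.0385), with adjusted p of 0.0529 to 0.153 without NS-Sham replicate 1, NS-I/R replicate 1 or 2 or Enpa-I/R replicate 1 or 3. Ccdc171 (ENSMUSG00000052407) in pericyte-like nuclei had one of 2.17 (edgeR adjusted p 0.0160), with 0.0532 to 0.0787 without NS-I/R replicate 1 or 2 or Enpa-I/R replicate 1 or 3, and a value of 3.93 without NS-I/R replicate 3. Il18rap (ENSMUSG00000026068), the largest decrease in endothelial-like and the second largest in fibroblast-like nuclei, lay at background there, with 0.0868 and 0.115 UMIs per nucleus in NS-I/R against 3.25 in neutrophil-like nuclei.

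The inflammatory list was lower in Enpa-I/R in the 4 classes tested. Median log2 fold changes were -0.80 in cardiomyocyte-like (fry adjusted p 0.0143), -1.10 in fibroblast-like (0.0370), -1.03 in endothelial-like (0.0204) and -0.87 in macrophage-like nuclei (0.00604). Genes called over all genes were 6 of 12, 8 of 15, 8 of 18 and 7 of 21, and those called when adjusted over the list alone 6, 11, 11 and 13. Only the macrophage-like call held without each library. The cardiomyocyte-like call was lost without Enpa-I/R replicate 1 (adjusted p 0.0641) or 3 (0.0649). The endothelial-like call was lost without NS-I/R replicate 2 (0.0564) and Enpa-I/R replicates 2 (0.0636) and 3 (0.0691). The fibroblast-like call was lost without NS-Sham replicate 1 (0.0559), 2 (0.0610) or 3 (0.0560), NS-I/R replicate 2 (0.0897) and Enpa-I/R replicate 1 (0.0788), 2 (0.0963) or 3 (0.0936). Its median was -0.60 without NS-I/R replicate 1 and -1.83 without NS-I/R replicate 3. The cardiomyocyte-like median was -1.53 without NS-I/R replicate 3, -1.36 and -1.37 without Enpa-I/R replicates 1 and 2, and -1.22, -1.27 and -1.22 without NS-Sham replicates 1, 2 and 3. Within the list, Il6 in macrophage-like nuclei fell from 46.7 ± 19.5 to 4.69 ± 1.38 CPM (log2 fold change -3.31, SE 0.43, edgeR adjusted p 0.00092), a call that held without each library. Free RNA was not checked for this list in macrophage-like nuclei. Il6 was higher in pericyte-like nuclei, at 114 to 476 CPM in NS-I/R libraries and 20.5 to 40.8 CPM in Enpa-I/R libraries. A part of the macrophage-like Il6 from free RNA therefore stays open.

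The interferon list was higher in Enpa-I/R than in NS-I/R. Median log2 fold changes were 0.38 in cardiomyocyte-like (fry adjusted p 0.0143), 0.58 in fibroblast-like (0.0370), 0.82 in endothelial-like (0.0143) and 1.12 in macrophage-like nuclei (0.00832). Genes called were 2 of 11, 1 of 17, 3 of 18 and 5 of 13 over all genes, and 2, 6, 14 and 10 when adjusted over the list alone. The endothelial-like and macrophage-like calls held without each library and under camera. The cardiomyocyte-like call was lost under camera (adjusted p 0.0833), with the wider mitochondrial limit (0.0908) and without NS-I/R replicate 2 (0.0897), NS-I/R replicate 3 (0.0595) or Enpa-I/R replicate 1 (0.0641), where adjusted p over all its alternatives ranged from 0.00568 to 0.0908. The fibroblast-like call was lost without NS-Sham replicate 3 (0.0579), NS-I/R replicates 1 (0.0955) and 2 (0.109), and Enpa-I/R replicates 1 (0.114) and 2 (0.0625). Within the list, Oas2 (ENSMUSG00000032690) in macrophage-like nuclei was 179 ± 21.3 CPM in Enpa-I/R, 67.3 ± 32.7 in NS-I/R and 286 ± 27.3 in NS-Sham (log2 fold change 1.40, SE 0.24, edgeR adjusted p 0.0042), and its call held without each library.

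In cardiomyocyte-like nuclei the stress list was lower in Enpa-I/R, with a median log2 fold change of -0.97 (fry adjusted p 0.00304), 8 of 14 genes called over all genes and 10 when adjusted over the list alone. The matrix list in fibroblast-like nuclei was not called (median 0.34, fry adjusted p 0.270, with 3 of 16 genes called over all genes and 9 when adjusted over the list alone), except without NS-I/R replicate 3 (0.73, adjusted p 0.0122); the median was 0.15 without NS-I/R replicate 1, and adjusted p over its alternatives ranged from 0.0122 to 0.565.

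**Figure D4:**
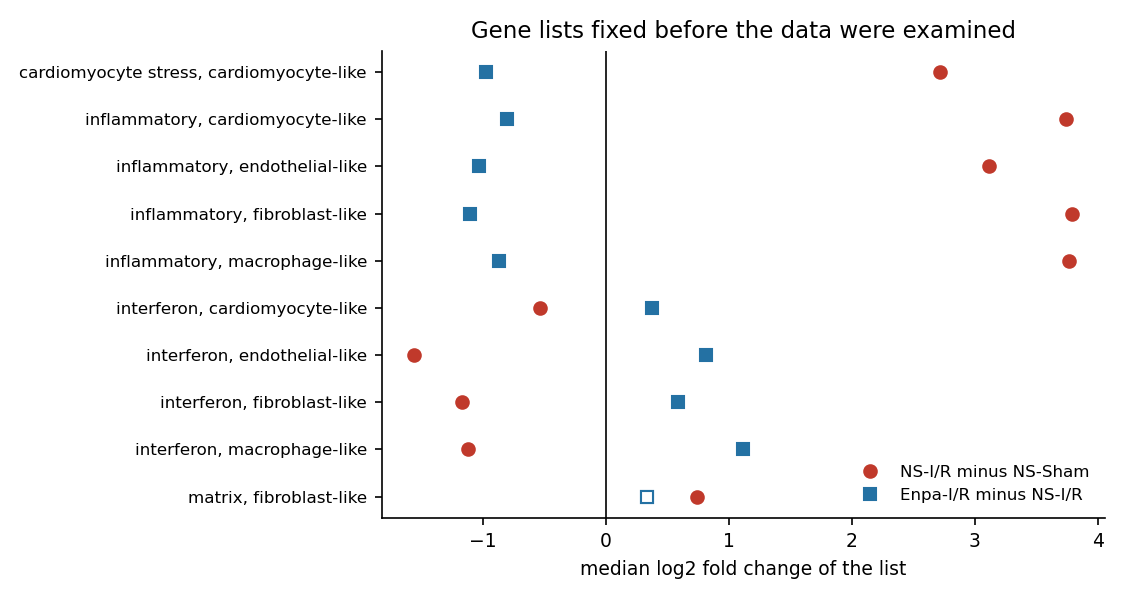
Median log2 fold change of each gene list per class (voom values). Circles are NS-I/R minus NS-Sham and squares Enpa-I/R minus NS-I/R; filled symbols have a fry adjusted p under 0.05, and the only open one is the matrix list in Enpa-I/R minus NS-I/R at 0.34.

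Whether enpatoran moved I/R changes back was asked of genes called in NS-I/R minus NS-Sham. Of these, 91.6% over all nuclei had the opposite sign in Enpa-I/R minus NS-I/R. Because both contrasts share the NS-I/R libraries, chance alone gives more than an even split. In 20 simulations of Enpa-I/R libraries with NS-I/R means, the mean was 57.1% and the maximum 58.1%. The simulations drew each gene independently, so variation between hearts that moves many genes together is not in this range. By class the observed share was 91.7% in cardiomyocyte-like, 93.2% in endothelial-like, 90.04% in fibroblast-like, 96.3% in lymphatic endothelial-like, 88.8% in macrophage-like, 93.6% in pericyte-like and 95.2% in smooth muscle-like nuclei. The highest simulated shares in these classes were 58.3%, 61.2%, 57.4%, 64.1%, 59.8%, 62.3% and 68%. The slope of the second change on the first, across genes, was -0.44 over all nuclei and between -0.32 (macrophage-like) and -0.47 (smooth muscle-like) by class, against simulated slopes no farther from 0 than -0.12. Genes are not independent replicates, and these slopes describe sizes of change only. Free RNA reaches several classes, so the classes are not independent of each other either. With genes of over 3 counts in every group alone, slopes ran from -0.35 to -0.49 by class. Of genes called in both contrasts, 2667 went in opposite directions and 10 in the same direction over all nuclei, 2159 and 6 in cardiomyocyte-like nuclei, 1087 and 3 in fibroblast-like nuclei, 594 and 3 in macrophage-like nuclei, and 672 and 0, 561 and 0, and 56 and 0 in endothelial-like, pericyte-like and lymphatic endothelial-like nuclei. Leaving out each library kept the observed share between 87.1% and 97.5% in every class.

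**Figure D5:**
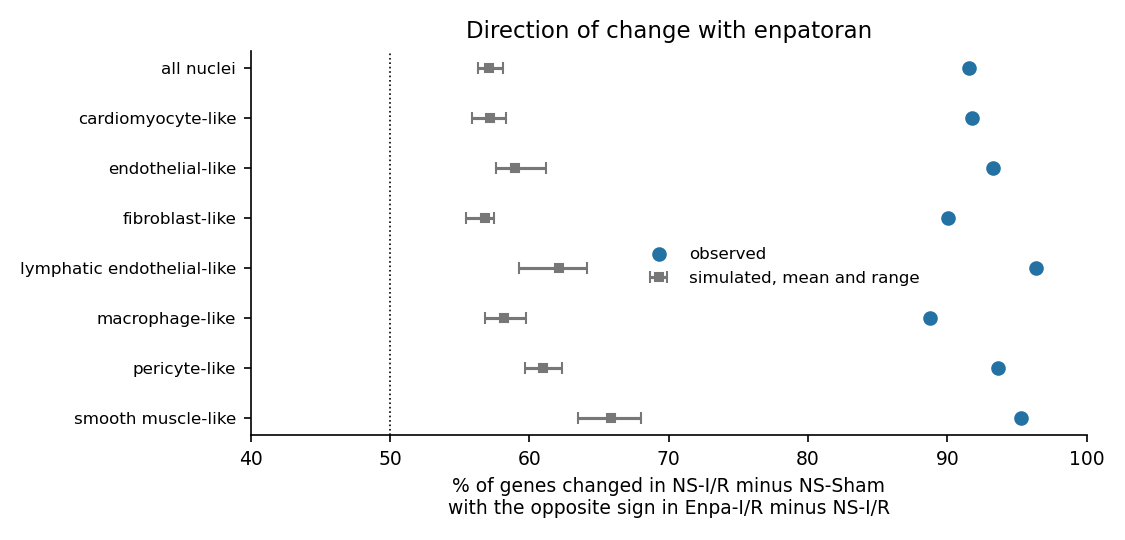
Share of genes changed in NS-I/R minus NS-Sham with the opposite sign in Enpa-I/R minus NS-I/R, per class. Blue points are observed shares and gray squares with bars are the mean and range of 20 simulations of unchanged Enpa-I/R libraries; observed shares lie between 88.8% and 96.3%.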

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

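The explanations weighed in this part were all written after the result was seen. A cluster that no marker set named, led by the heat-shock genes Hspa1a, Hspa1b, Hsp90aa1 and Hsph1, held 2.13% of nuclei kept in NS-I/R (327 of 15371). It held 0.0151% in NS-Sham (2 of 13218) and 0.0597% in Enpa-I/R (8 of 13391). It was singled out because its nuclei enter no class comparison and lie above the level in sham hearts. Its share was 4.41%, 1.63% and 0.572% in NS-I/R replicates 1, 2 and 3, so that replicate 1 gave 212 of the 327 nuclei. By edgeR on nuclei per class, the log2 change was 6.93 in NS-I/R minus NS-Sham (adjusted p 0.00449) and -5.10 in Enpa-I/R minus NS-I/R (adjusted p 0.0119).

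Doublets of endothelial and pericyte nuclei would hold the RNA of both and have more UMIs than single nuclei. Within NS-I/R replicates 1, 2 and 3 the median in the cluster was 1631.5, 1354 and 1420 UMIs per nucleus, at most 0.947 times that of endothelial-like nuclei (1723, 1680 and 1659) and under that of pericyte-like nuclei (2108, 2038 and 2023) of the same library, which argues against doublets for the cluster as a whole. Its median doublet score of 0.0383, however, was above those of every endothelial cluster (0.0237 to 0.0334) and of pericyte clusters 6 (0.0131) and 26 (0.0282), so doublets among some of its nuclei stay open. Warm handling or slow freezing of these hearts would raise heat-shock genes in every class. In cardiomyocyte-like nuclei all 5 heat-shock genes tested were higher in NS-I/R, with a median log2 change of 1.54, and the median was 1.13 in endothelial-like, 1.63 in fibroblast-like and 1.77 in macrophage-like nuclei. It was 1.86 in pericyte-like nuclei with 3 of 4 genes higher, 0.96 in lymphatic endothelial-like nuclei with 2 of 2 higher and 1 called, and 0.46 in smooth muscle-like nuclei with 2 of 3 higher and none called. In Enpa-I/R minus NS-I/R, none of the heat-shock genes tested was higher in any class. The medians ran from -0.25 in smooth muscle-like to -2.32 in cardiomyocyte-like nuclei. A smaller injury and a different handling of the Enpa-I/R hearts would both give this. Ischemia may raise the same genes, and the labels record no handling times, so handling and injury cannot be told apart.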

How the results depend on the processing

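Of 140 gene list values under alternatives other than leaving out a library, 130 stayed and 10 lost their call; of 180 values with a library left out, 152 stayed, 27 lost their call and 1 gained it. For 125 changes in single genes picked by the naming rule, 947 values stayed, 46 lost their call, 2 gained it and 6 changed sign, and with a library left out 935 stayed, 182 lost their call, 2 gained it and 6 changed sign. All 104 values of the share of opposite signs stayed near the reported share. All 22 values of the Itgam share kept their direction, but as their exact p cannot go under 0.1 they could not cross the threshold. The cause of the changes in this part was not tested, except where fewer libraries or genes are tested by construction.

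With only the 6 libraries of the contrast, genes changed in Enpa-I/R minus NS-I/R were 570 over all nuclei, 481 in cardiomyocyte-like, 254 in endothelial-like, 8 in fibroblast-like, 212 in pericyte-like and 0 in smooth muscle-like nuclei, and 261 changed in smooth muscle-like nuclei in NS-I/R minus NS-Sham. Without the low-count filter, Enpa-I/R minus NS-I/R gave 2001 in endothelial-like, 2521 in fibroblast-like, 163 in lymphatic endothelial-like, 1145 in macrophage-like, 1096 in pericyte-like and 289 in smooth muscle-like nuclei, and NS-I/R minus NS-Sham gave 852 in smooth muscle-like nuclei. In Enpa-I/R minus NS-I/R, the pericyte-like and smooth muscle-like counts were 414 and 0 with at least 1000 genes per nucleus. They were 324 and 0 with up to 20% mitochondrial UMIs. With doublets kept, the lymphatic endothelial-like and smooth muscle-like counts in that contrast were 17 and 2. Leiden resolution 2 gave 2 and DESeq2 60 in smooth muscle-like nuclei, also in that contrast.

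The replicate numbers show little pairing: correlations of residuals between libraries of the same number ran from -0.131 to 0.0585 over all nuclei. The highest in any class were 0.201 in smooth muscle-like and 0.120 in fibroblast-like nuclei, each the only 1 of 9 pairs above 0.1. With the replicate number as a block, the lymphatic endothelial-like count in Enpa-I/R minus NS-I/R was 95. The block gave medians of 0.58 for the interferon list in fibroblast-like nuclei in Enpa-I/R minus NS-I/R (fry adjusted p 0.108) and 0.68 for the matrix list in NS-I/R minus NS-Sham (0.0511). It gave a Tlr7 log2 change of -0.0045 over all nuclei in Enpa-I/R minus NS-I/R.

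With 6 libraries the Enpa-I/R minus NS-I/R inflammatory medians were -1.10 in fibroblast-like (fry adjusted p 0.0867) and -1.04 in endothelial-like nuclei (0.0551), the interferon median in fibroblast-like nuclei was 0.59 (0.0704), and the NS-I/R minus NS-Sham matrix median 0.38 (0.0560), none called. With up to 20% mitochondrial UMIs the interferon median in cardiomyocyte-like nuclei in Enpa-I/R minus NS-I/R was 0.58 (0.0908), not called. Under camera the medians are the same by construction and 3 calls were lost: interferon in cardiomyocyte-like nuclei in NS-I/R minus NS-Sham (-0.53, adjusted p 0.0987) and in Enpa-I/R minus NS-I/R (0.38, 0.0833), and matrix in NS-I/R minus NS-Sham (0.74, 0.0648).

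The Tlr7 change over all nuclei in Enpa-I/R minus NS-I/R, 0.01 in log2 and not called, was -0.0106 with DESeq2 size factors, -0.0102 with the DESeq2 test, -0.0081 with 6 libraries and -0.0466 with up to 20% mitochondrial UMIs. In NS-I/R minus NS-Sham it was 0.14 with up to 20% mitochondrial UMIs. By edgeR on nuclei per class, 6 share differences passed the threshold that the exact test cannot reach: endothelial-like -0.36 and 0.29 in log2, neutrophil-like 7.49 and -1.71, and the unnamed cluster 6.93 and -5.10, in NS-I/R minus NS-Sham and Enpa-I/R minus NS-I/R.

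Leaving out each library gave these ranges. Genes changed in Enpa-I/R minus NS-I/R ran from 227 to 8065 over all nuclei, 92 to 6390 in cardiomyocyte-like, 116 to 3632 in endothelial-like, 2 to 5172 in fibroblast-like, 8 to 334 in lymphatic endothelial-like, 210 to 2116 in macrophage-like, 76 to 2473 in pericyte-like and 0 to 409 in smooth muscle-like nuclei. In NS-I/R minus NS-Sham they ran from 480 to 952 in lymphatic endothelial-like, 1467 to 3426 in pericyte-like and 166 to 961 in smooth muscle-like nuclei. Inflammatory medians in Enpa-I/R minus NS-I/R ran from -1.53 to -0.72 in cardiomyocyte-like, -1.83 to -0.60 in fibroblast-like and -1.36 to -0.78 in endothelial-like nuclei, and interferon medians from 0.25 to 0.47 in cardiomyocyte-like and 0.45 to 0.82 in fibroblast-like nuclei. Matrix medians ran from 0.45 to 0.90 in NS-I/R minus NS-Sham and 0.15 to 0.73 in Enpa-I/R minus NS-I/R.

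Tlr7 ran from -0.20 to 0.13 over all nuclei in Enpa-I/R minus NS-I/R, from -0.27 to 0.18 in NS-I/R minus NS-Sham, and from -0.0469 to 0.20 in macrophage-like nuclei in Enpa-I/R minus NS-I/R. The share difference of macrophage-like nuclei in Enpa-I/R minus NS-I/R ran from -1.39 to 0.207 points and that of B-like nuclei from -0.185 to 0.00152. In simulated counts edgeR called 6 of 200 changed genes in smooth muscle-like, 52 in lymphatic endothelial-like, 76 in cardiomyocyte-like and 109 in endothelial-like nuclei, an order that does not follow depth.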

Other observations

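The explanations tested in this part were all written after the results were seen. For each contrast and class, the labels of the 6 libraries were also exchanged in the other ways into 3 and 3, 10 splits in all, with the third group kept in the edgeR fit of 9 libraries. The real split gave the most changed genes in every case, so that 1 of 10 splits gave as many, although in smooth muscle-like nuclei in Enpa-I/R minus NS-I/R that was 1 gene against 0. The largest count of another split was 3. Fitted on the 6 libraries alone, every other split gave 0 genes, and so did the real one in smooth muscle-like nuclei in Enpa-I/R minus NS-I/R, where the splits thus decide nothing. With 10 splits the share cannot go under 0.1, so chance in which hearts fell into which group cannot be excluded by this test.

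NS-I/R replicate 3 lay apart from replicates 1 and 2. Over the 6 I/R libraries, the first principal component (69.2% of variance) placed NS-I/R replicates 1, 2 and 3 at 51.2, 50.2 and -7.65 and the Enpa-I/R libraries between -31.4 and -31.1. In all 5 classes compared, 94 of 6464 genes set it apart from its group by at least 1.5 times, against 0 to 16 for any other library. An exchanged label is not favored: 10.1% of its nuclei were neutrophil-like, above the 8.54% and 7.70% of NS-I/R replicates 1 and 2 and the 1.22% to 4.91% of Enpa-I/R. Depth is not favored either, as its median of 2448 UMIs per nucleus lies between 2414 and 2584.5. Over these genes, replicate 3 lay nearer to Enpa-I/R libraries than replicates 1 and 2 did in 94.8% of comparisons, and nearer to NS-Sham libraries in 85.9%. A smaller infarct could give this direction, although the neutrophil-like share was not lower, and so could a library or tissue batch shared with other groups. These cannot be told apart for the 94 genes because the labels give no batch and no infarct size.

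Changes in Enpa-I/R opposed the I/R changes in every class. Free RNA that reaches several classes may add to this agreement, and its share was not tested. The classes are therefore not independent evidence. Independent variation of single genes in the shared NS-I/R libraries does not account for the opposed changes. The slope of -0.46 in cardiomyocyte-like nuclei lies beyond every simulated slope, the farthest of which was -0.12 in any class. The simulations drew each gene independently. Variation between hearts that moves many genes together was therefore not in them, and they cannot exclude it. A different mix of clusters does not account for all of the change in Enpa-I/R. The slopes were taken again, after the data were seen, with the Enpa-I/R minus NS-I/R change within each of 14 clusters. Each NS-I/R library was used in only 1 of the 2 changes, so that no library was shared. NS-Sham libraries held 1, 1 and 1 nuclei in cluster 24 and 9, 3 and 2 in cluster 21. The I/R change there cannot come from within the cluster, so a mix of clusters in it stays open. All 42 slopes were below 0, the nearest at -0.072. Their median was -0.36 and -0.37 with Enpa-I/R set against NS-I/R replicates 1 and 2, and only -0.14 against replicate 3. The share of genes with the opposite sign was 61.6% to 80.7% against replicates 1 and 2. Against replicate 3 it was 53.0% to 73.1%. These shares lie under the 88.8% to 96.3% of the whole classes. A mix of kinds of nuclei within a cluster stays open. A smaller injury in the Enpa-I/R hearts, from the drug or from variation between operations, would give such slopes too, and was not tested because no injury size is given.

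The lower Tlr7 in macrophage-like nuclei in NS-I/R is consistent with a different mix of clusters. Within cluster 5 the log2 change was -0.21 (edgeR adjusted p 0.432), and in NS-I/R cluster 12, which is common there, had 52.6 CPM against 200 CPM in cluster 5. For the lower Itgam in Enpa-I/R, a different mix of the 2 clusters does not account for the whole change, as the log2 change was -0.998 (SE 0.25) within cluster 12 and -0.50 (SE 0.18) within cluster 5. Neither was called over all genes (edgeR adjusted p 0.0763 and 0.147). The criterion of 2 standard errors was set after these values were known; an earlier one asked for called changes within both clusters, and by that one the mix stays open. A share of it from the mix of clusters, and a mix of kinds of nuclei within a cluster, stay open.

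Itgam outside leukocytes is consistent with free RNA, because the highest of 6 classes in NS-I/R had only 1.36 times the UMIs per nucleus of the lowest. Free RNA may also reach the inflammatory list: in cardiomyocyte-like nuclei 5 of 12 genes had at least 2 times the UMIs per nucleus of the lowest other class, which leaves it open. In endothelial-like nuclei 11 of 18 did, which leaves it open for the list as well, and in fibroblast-like nuclei 15 of 15 did, which argues against it there. The same holds for the fall of the list in Enpa-I/R, where neutrophil-like nuclei were fewer: 7 of 7 neutrophil markers tested in each of these 3 classes were called higher in NS-I/R and had a negative log2 change in Enpa-I/R, so free RNA may have fallen too and lowered the list in cardiomyocyte-like and endothelial-like nuclei.

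The interferon list rose in Enpa-I/R although a TLR7 antagonist would be thought to lower it. A general reversal of I/R changes could account for part of this. After the slope of the class, the median residual in log2 was 0.68 in macrophage-like nuclei, with 13 of 13 genes above 0, and 0.16, 0.28 and 0.14 in cardiomyocyte-like, fibroblast-like and endothelial-like nuclei. General reversal and a change of this list alone cannot be told apart, because the genes of the list vary together and 3 hearts per group limit the estimate.

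Neutrophil-like nuclei were tested in the 6 I/R libraries only, a fit added after the data were seen. Between 61476 and 1134260 UMIs per library, 139 of 6602 genes changed in Enpa-I/R minus NS-I/R by edgeR. The count was 19, 13 and 1148 without NS-I/R replicate 1, 2 and 3, and 3, 5 and 1 without Enpa-I/R replicate 1, 2 and 3. Itgam had a log2 change of -0.66 (edgeR adjusted p 0.294), and -0.996 without NS-I/R replicate 3 (adjusted p 0.000362). Itgb2 went from 161 ± 39.8 CPM in NS-I/R to 257 ± 16.3 CPM in Enpa-I/R, a log2 change of 0.69 (SE 0.27) that was not called (edgeR adjusted p 0.187).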
